# miR-195-5p Regulates Tight Junctions Expression via Claudin-2 Downregulation in Ulcerative Colitis

**DOI:** 10.3390/biomedicines10040919

**Published:** 2022-04-16

**Authors:** Viviana Scalavino, Emanuele Piccinno, Antonio Lacalamita, Angela Tafaro, Raffaele Armentano, Gianluigi Giannelli, Grazia Serino

**Keywords:** miRNAs, IBD, tight junctions, claudins

## Abstract

Inflammatory bowel disease (IBD) is characterized by chronic intestinal inflammation associated with an increased intestinal permeability. Several studies have shown that microRNAs (miRNAs) are involved in the IBD pathogenesis. Here, we aimed to functionally characterize the role of miRNAs in the regulation of intestinal permeability and barrier function. We identified 18 dysregulated miRNAs in intestinal epithelial cells (IECs) from the ulcerative colitis (UC) mice model and control mice. Among them, down-regulated miR-195-5p targeted claudin-2 (CLDN2) and was involved in impaired barrier function. CLDN2 expression levels were increased in UC mice models and negatively correlated with miR-195-5p expression. We demonstrated that gain-of-function of miR-195-5p in colonic epithelial cell lines decreased the CLDN2 levels. This modulation, in turn, downregulated claudin-1 (CLDN1) expression at protein level but not that of occludin. Our data support a previously unreported role of miR-195-5p in intestinal tight junctions’ regulation and suggest a potential pharmacological target for new therapeutic approaches in IBD.

## 1. Introduction

Inflammatory bowel disease (IBD) includes distinct idiopathic disorders characterized by a chronic relapsing inflammatory state due to intestinal inflammation and epithelial injury. The two main disorders are Ulcerative Colitis (UC) and Crohn’s Disease (DC), which differ in terms of pathophysiology, the gastrointestinal area affected, and the depth of the inflammation in the intestinal wall [1]. The etiology of IBD is unknown, but several points of evidence suggest that IBD are multifactorial disorders in which genetic susceptibility, environmental factors, and an altered immune response interact, affecting intestinal homeostasis and barrier function [2].

Cell junctions between intestinal epithelial cells (IECs) regulate the paracellular permeability of the intestinal barrier. Cell junctions include tight junctions (TJ), adherens junctions (AJ), gap junctions, and desmosomes. TJs are multiprotein complexes located at the apical portion of lateral membranes of IECs which enclose the paracellular space. They act to maintain cellular polarity, regulate epithelial barrier function, and control paracellular permeability [3,4]. Most members of the claudins family contribute functionally to a paracellular tightening, other members form paracellular channels, and other claudins still have ambiguous functions. In the intestinal epithelium, claudins such as claudin-1, -3, -4, -5, -8 have a tightness function, while claudin-2 forms pore channels [5,6]. The restoration of TJ formations is one of the earliest cellular events in the intestinal wound-healing process [7].

During chronic inflammation, the epithelial barrier integrity is compromised, leading to an increased intestinal permeability. This could be associated with an alteration of claudins expression. Claudins dysregulation may contribute to an epithelial permeation disorder and multiple intestinal diseases, including IBD [8]. In fact, one common change is the increased expression of claudin- 2 (CLDN2) [9]. Overexpression of CLDN2 was shown to increase the number of pores that allow a paracellular flux of cations, contributing to the disease progression of IBD [10,11].

microRNAs (miRNAs) play a key role in regulating gene expression via post-transcriptional gene silencing. Over the past years, they have emerged as a main class of gene regulators in multiple biological pathways [12]. Several studies have also analyzed the correlation between miRNAs and many diseases, including IBD [13,14]. Investigations of miRNA profiles in IBD have improved our knowledge of their involvement in the IBD pathogenesis [15,16,17]. These studies have mainly been conducted on whole-tissue preparations deriving from IBD patients or IBD mouse models. This aspect is a limitation since intestinal tissue includes functionally and anatomically distinct layers, and in turn, each layer comprises multiple cell types. Therefore, understanding the role of specific miRNAs in a single cell type is essential to be able to interpret the biological function of these epigenetic regulators. Considering the pathophysiological relevance of intestinal permeability in IBD, the identification of miRNAs in IECs could provide new insight into the IBD pathogenesis and, therefore, treatment.

The aim of this study was firstly to identify the miRNAs expression profile of colonic IECs from an UC mice model and then to functionally characterize the role of miR-195-5p in the regulation of TJ protein expression and barrier integrity. This finding could suggest a strategy for the potential use of synthetic miRNA in IBD treatment.

## 2. Materials and Methods

### 2.1. Animal Experiments

The study was conducted in accordance with the ethical standards and according to national and international guidelines and had been approved by the authors’ institutional review board (Organism for Animal Wellbeing—OPBA).

All animal experiments were carried out in accordance with Directive 86/609 EEC enforced by Italian D.L. n. 26/2014 and approved by the Committee on the Ethics of Animal Experiments of the Ministero della Salute—Direzione Generale Sanità Animale (Authorization n. 337/2019-PR) and the official RBM veterinarian. Animals were sacrificed if in severe clinical conditions to avoid suffering.

### 2.2. Colonic Epithelial Cell Isolation

Four wild type mice and four Winnie mice were used for the IECs isolation. At 16 weeks, mice were sacrificed, and the colons were collected and digested for IECs isolation after mechanical and enzymatic digestion using the gentleMACS™ Dissociator and Lamina Propria Dissociation kit (Miltenyi Biotec, Bergisch Gladbach, Germany), respectively. IECs were selected using anti-CD326 (EpCAM) conjugated microbeads (Miltenyi Biotec, Bergisch Gladbach, Germany) for 15 min at 4 °C after CD45^+^ cells depletion. MACS separation was performed according to the manufacturer’s recommendation.

### 2.3. Total RNA Extraction and Microarray Expression Profile

Total RNA, including miRNAs, was extracted from isolated IECs and miRNAs were obtained using the miRNeasy mini kit (Qiagen, Hilden, Germany) following the manufacturer’s instructions. The RNA concentration and quality were determined with the NanoDrop ND-2000 Spectrophotometer (Thermo Fisher Scientific, Waltham, Massachusetts, MA, USA) and Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA), respectively. Samples with RNA integrity ≥8.5 were used.

The miRNAs expression profile was analyzed using the Mouse SurePrint G3 miRNA microarray 8 × 60 K (Agilent Technologies, Palo Alto, CA, USA), based on Sanger miRBase release 21.0, according to the manufacturer’s instructions. Briefly, 100 ng of total RNA isolated from IECs were firstly dephosphorylated with calf intestine alkaline phosphatase treatment for 30 min at 37 °C before labeling. Samples were diluted with DMSO, denatured for 10 min at 100 °C, and labelled using pCp-Cy3 in T4 RNA ligation buffer. The labelled RNA was hybridized, washed, stained, and scanned with an Agilent microarray scanner (G2565BA, Agilent). Microarray data analysis was performed using Agilent Feature Extraction Software 12.1, leaving the default parameters.

Microarray data are available under accession number GSE183896 at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, accessed on 20 December 2021).

### 2.4. Cell Cultures

The human colon cell lines HT-29, Caco2, and T84 were obtained from ATCC (American Type Culture Collection, Manassas, VA, USA). All cell lines were cultured at 37 °C and 5% CO_2_. Caco2, HT-29 cell lines, were grown in Dulbecco’s Modified Eagle Medium (DMEM, Thermo Fisher Scientific) supplemented with 10% heat-inactivated Fetal Bovine Serum (FBS, Thermo Fisher Scientific), 10 mM HEPES (Sigma-Aldrich, St. Louis, MO, USA), 1 mM sodium pyruvate (Sigma-Aldrich), and 1% streptomycin/penicillin (Thermo Fisher Scientific). The T84 cell line was cultivated in Dulbecco’s Modified Eagle Medium: Nutrient Mixture F-12 (DMEM:F12, Thermo Fisher Scientific) supplemented with 10% FBS (Thermo Fisher Scientific, Waltham, MA, USA) and 1% streptomycin/penicillin (Thermo Fisher Scientific).

### 2.5. In Vitro Transfection

The cell lines were plated in 12 mm and 6.5 mm transwells (0.4 μm) (Corning, Corning, New York, NY, USA) until confluence. Following that, they were transfected with synthetic molecules of miR-195-5p mimic at concentrations of 30 nM and 50 nM (Life Technologies, Carlsbad, CA, USA) using TKO transfection reagent (Mirus Bio LLC, Madison, WI, USA), in accordance with the manufacturer’s instructions. Twenty-four and forty-eight hours after transfection, cell cultures were lysed for RNA isolation and protein extraction, respectively.

Mock controls, being cells transfected with transfection reagent without miRNA mimic, were included in all transfection experiments.

### 2.6. Real-Time PCR

Total RNA from IECs isolated from wild type mice and Winnie mice were reverse transcribed with the TaqMan Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific) following the manufacturer’s protocol. Real-time RT-PCR for the quantification of a group of selected miRNAs (miR-195a-5p, miR-497a-5p, miR-99a-5p, and miR-199a-3p plus an endogenous control) was performed with TaqMan Advanced miRNA assays and TaqFast Advanced Master mix (Thermo Fisher Scientific). Normalization was performed on the endogenous control miR-186-5p.

Total RNA was extracted from cell cultures using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA was reverse transcribed using the iScript Reverse Transcription Supermix (BioRad Laboratories, Hercules, CA, USA) following the manufacturer’s recommendations. qPCR amplification reactions were performed with SsoAdvanced Universal SYBR Green Supermix (BioRad Laboratories) using PrimePCR SYBR green Assay for claudin-2 (BioRad Laboratories) and QuantiTect Primer Assay for claudin-1 and Gapdh (Qiagen, Hilden, Germany). The relative expression of claudin 2 and claudin-1 was normalized using the Gapdh gene amplification as reference standard. Comparative real-time PCR was performed in triplicate, including no-template controls.

Real-time PCR amplification reactions were performed in 20 μL of final volume on a CFX96 System (Biorad Laboratories).

The relative expression for miRNAs and mRNA was calculated using the 2^−∆∆Ct^ method.

### 2.7. Western Blot

Total proteins were extracted from cell cultures using T-PER Tissue Protein Extraction Reagent (Thermo Fisher Scientific) supplemented with cocktail proteinase inhibitors (Sigma-Aldrich) and quantified by the Bradford protein assay (Biorad Laboratories). For each sample, equal amounts of proteins were loaded in 4–20% Mini-PROTEAN TGX Stain-Free Protein Gels (Biorad Laboratories) and then transferred to Trans-Blot Turbo Mini PVDF membranes (Biorad Laboratories). For protein detection, PVDF were incubated in iBind automated Western Systems (Thermo Fisher Scientific) following the manufacturer’s instructions. Immunoblot band densities were detected with an enhanced chemiluminescence method (Biorad Laboratories) using a Chemidoc System (Biorad Laboratories). Signal intensities were analyzed with Image lab Software (Biorad Laboratories) and quantified by ImageJ program. The protein expression values were normalized to housekeeping protein values.

For analysis, primary antibodies of mouse monoclonal claudin-1 (sc-166338, Santa Cruz Biotechnology, Inc., Heidelberg, Germany, dilution 1:1000), rabbit monoclonal claudin-2 (#48120, Cell Signaling, Technology, Danvers, MA, USA, dilution 1:1000), rabbit monoclonal Occludin (#91131, Cell Signaling, Technology, dilution 1:1000), and mouse mAb Tubulin (sc-166729, Santa Cruz Biotechnology, Inc., Dallas, TX, USA, dilution 1:1000) were used. Secondary antibodies used include Goat Anti-mouse IgG (H+L)-HRP conjugate (170-6516, Biorad Laboratories, dilution 1:500) and Goat Anti-rabbit IgG (H+L)-HRP conjugate (31466, Invitrogen, Carlsbad, CA, USA, dilution 1:2500).

### 2.8. Immunofluorescence

HT-29, Caco2, and T84 cells were seeded in 6.5 mm transwells (0.4 μm) (Corning) according to our experimental condition detailed in paragraph 2.4 and 2.5. The monolayers were washed three times with PBS and fixed with cold met-OH for 10 min at 4 °C. Subsequently, they were washed twice with PBS and permeabilized with Triton-X 0.1% in PBS for 5 min at room temperature, then samples were washed and blocked in PBS + BSA 3% for 1.5 h at room temperature. Following that, samples were incubated in primary antibody rabbit polyclonal claudin-2 (51-6100, Life Technologies, dilution 1:100) diluted in PBS + BSA 3% for 3 h. After washing with PBS, they were incubated with secondary antibody chicken anti-Rabbit IgG (H+L) Alexa Fluor 594 (A-21442, Invitrogen, dilution 1:400) diluted in PBS + BSA 3% for 1 h. ProLong Gold Antifade Mountant with DAPI (Thermo Fisher Scientific) was applied to each sample, mounted with a glass cover slip. Images were assessed using a fluorescence microscope (Eclipse Ti2, Nikon Inc., Melville, NY, USA) using filters for DAPI and RFP/TRITC.

### 2.9. Bioinformatic and Statistical Analysis

For microarray data analysis, the raw expression signals were log-transformed, normalized, and filtered according to the median corrected signal of all the miRNAs with an intensity >100 units (considered as expressed) and analyzed using Agilent GeneSpring GX 14.9 software. Probe sets were selected based on significant *p*-values and adjusted using the Benjamini–Hochberg FDR method. To determine differentially expressed miRNAs between the two groups, we applied a filter for FDR < 0.05 and a fold change (FC) of ±2. Hierarchical clustering and principal component analyses (PCA) were carried out with Genesis software (http://www.genesis-softwareonline.com/, accessed on 14 May 2021) using the average-linkage clustering method [18].

miRNA targets were predicted by means of miRbase 22.1 (Manchester, United Kingdom) [19], miRWalk 3.0 (Heidelberg, Germany) (http://mirwalk.umm.uni-heidelberg.de/, accessed on 21 May 2021) [20], TargetScan 7.1 (Cambridge, Massachusetts) (http://www.targetscan.org/vert_71/, accessed on 21 May 2021) [21], TarBase v.8 (Thessaly, Greek) (http://carolina.imis.athena-innovation.gr/diana_tools/web/index.php?r=tarbasev8/index, accessed on 21 May 2021) [22], and miRDB (St. Louis, Missouri) (http://www.mirdb.org/, accessed on 21 May 2021) [23] algorithms. Potential targets were chosen by overlapping results from the five algorithms and selecting targets of genes predicted by at least two of the algorithms. To assess biologic relationships among genes controlled by dysregulated miRNAs, we used miRSystem ver. 20160513 (Taipei, Taiwan) [24] and miRPath v.3 (Thessaly, Greek) [25] software.

Microarray GEO datasets GSE133059, GSE133060, GSE128682, and GSE87466 were used to evaluate the expression of miR-195-5p, CLDN1, CLDN2, and occludin. Differentially expressed genes or miRNAs were screened out with the threshold of |log2 FC| > 0.58 and FDR < 0.05 through several Bioconductor packages of framework R (Boston, Massachusetts) (https://www.r-project.org/, accessed on 06 September 2021). We used “limma” (Boston, Massachusetts) (https://bioconductor.org/packages/release/bioc/html/limma.html, accessed on 14 September 2021) or DESeq2 (Boston, Massachusetts) (https://bioconductor.org/packages/release/bioc/html/DESeq2.html, accessed on 14 September 2021) depending on the origin of the data (microarray or sequencing, respectively).

Statistical analysis was performed using GraphPad Prism software. Statistical significance of data deriving from different conditions was evaluated with two-tailed Student’s *t* test. A Pearson correlation test was applied to study continuous variables. All values are expressed as the mean ± SEM of data obtained from at least three independent experiments. Results were considered statistically significant at *p* <  0.05.

## 3. Results

### 3.1. miRNA Expression Profile of IECs from UC Mice Models

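Total RNA from the colonic IECs of 4 Winnie mice and 4 wild-type mice, all 16 weeks old, was labelled with Cy3 and hybridised to 8 single-colour microarrays, 1 per mouse. Winnie mice develop a spontaneous colitis and are the UC model of the study, and the IECs were selected with EpCAM beads after CD45+ cells had been depleted. The authors deposited the output of the scanner software Feature Extraction, which gives each miRNA a total gene signal in fluorescence units. This signal is the sum over the miRNA's probes after background subtraction, it is not normalized between arrays, and it stands at 0.1 units where the miRNA was not detected. Each array holds 56430 spots for 4415 miRNA probes. Between 280 and 334 miRNAs were detected on the Winnie arrays and between 274 and 357 on the wild-type arrays, and 0 spots were saturated. The signal of all miRNAs together lay between 34447 and 49686 units on the Winnie arrays and between 45440 and 56227 units on the wild-type arrays. All 8 arrays lie on 1 slide, with the wild-type arrays in row 1 and the Winnie arrays in row 2, so the slide row and the genotype cannot be told apart. The paper's text names no normalization and no test for the arrays. Here each array was scaled to the 75th percentile of the 212 miRNAs that were detected on all 8 arrays, values under 1 unit were set to 1 unit, and log2 values were taken. Before scaling, that percentile was lower on the Winnie arrays by a mean log2 difference of -0.64 (two-sided exact permutation test, p = 0.057), so the choice of scaling moves every fold change. The genotypes were compared with limma, with Benjamini-Hochberg adjustment over the miRNAs tested. Fold changes are Winnie over wild-type throughout. The number of arrays limits the precision, and an exact permutation test of 4 mice against 4 cannot give a p under 0.029.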

To identify the miRNAs that differentiate the colonic IECs of UC mice models (Winnie mice) and wild-type mice, we performed a miRNA expression profiling by microarray.

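Probes for 1881 mouse miRNAs are on the array. Of these, 433 were detected by Feature Extraction on at least 1 array, and 1448 were detected on no array. The limit of 100 units in the methods was applied to the median of the total gene signal over the 8 arrays, before scaling, and 53 miRNAs lay above it. Applied after the scaling or after quantile normalization, both added later, the limit gave 54 miRNAs. Leaving out each array in turn gave between 52 and 54 miRNAs. Requiring more than 100 units on every array left 35 miRNAs, and requiring it on at least 1 array gave 66. Replacing the signal limit by detection on all 4 arrays of at least 1 genotype moved the count further, to 291 miRNAs. miR-195a-5p had a median signal of 94.8 units and was therefore not among the 53.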

Of approximately 1881 miRNAs on the microarray, 460 miRNAs were expressed in colonic IECs. 

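Over the 53 miRNAs with a median signal above 100 units, limma placed 0 miRNAs past both an FDR of 0.05 and a fold change of 2. Without the fold limit 16 miRNAs were past the FDR, 12 of them higher in Winnie mice, and 23 had an unadjusted p under 0.05. The direction depends on the scaling, since 0 of 26 miRNAs past the FDR were higher in Winnie mice without scaling and 2 of 5 with quantile normalization. The largest change among the 16 was that of miR-194-5p, with a log2 fold change of -0.85 (standard error 0.25, adjusted p = 0.036). No miRNA of Table S1 has a median total gene signal above 100 units, so 0 of its 18 miRNAs were tested. The methods name the median corrected signal and list the limit after the normalization, without naming the normalization. Applied after the scaling or after quantile normalization, both added later, the limit is passed by 0 of the 18, while 10 of the 18 pass it with summed spot signals, 13 with normexp background correction, an alternative added later, and 14 with the normalized values of the series. After this result, the test was repeated over the 291 miRNAs detected on all 4 arrays of at least 1 genotype, a filter that had been set as an alternative. It placed 62 miRNAs past both limits, 44 higher and 18 lower in Winnie mice, and 99 past the FDR alone. This balance too depends on the scaling, with 36 higher and 48 lower without scaling, and 34 higher and 92 lower with control probes, a scaling added later. Of the 62 miRNAs, 16 were detected on all 8 arrays and the other 46 were undetected on at least 1 array. The size of the fold changes of these 46 and their limma p therefore depend on the floor of 1 unit. With the normalized values of the series, 0 of the 291 miRNAs were past both limits and 0 past the FDR. Over the 179 miRNAs with a median above 100 units in those values, 14 were past both limits, 9 of them from Table S1. Of the other alternatives a floor of 10 units reduced the number most, to 4 miRNAs past both limits. That floor keeps weak miRNAs from reaching a 2-fold change. The 18 miRNAs of Table S1 were all detected on all 8 arrays, 15 lower and 3 higher in Winnie mice as in the table. By limma 14 of them were past the FDR, 11 changed at least 2-fold, and 10 met both limits. The largest fall was that of miR-199b-5p, with a log2 fold change of -2.26 (standard error 0.40, adjusted p = 0.0024), and the largest rise that of miR-6378, with 2.33 (standard error 0.28, adjusted p = 0.00019). Of the 10 miRNAs, miR-199a-3p, miR-199b-5p, miR-223-3p, miR-342-3p and miR-6378 stayed past the FDR with any single array left out. Quantile normalization in place of the scaling placed all 18 past both limits, among 71 miRNAs in total.

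**Figure D1:**
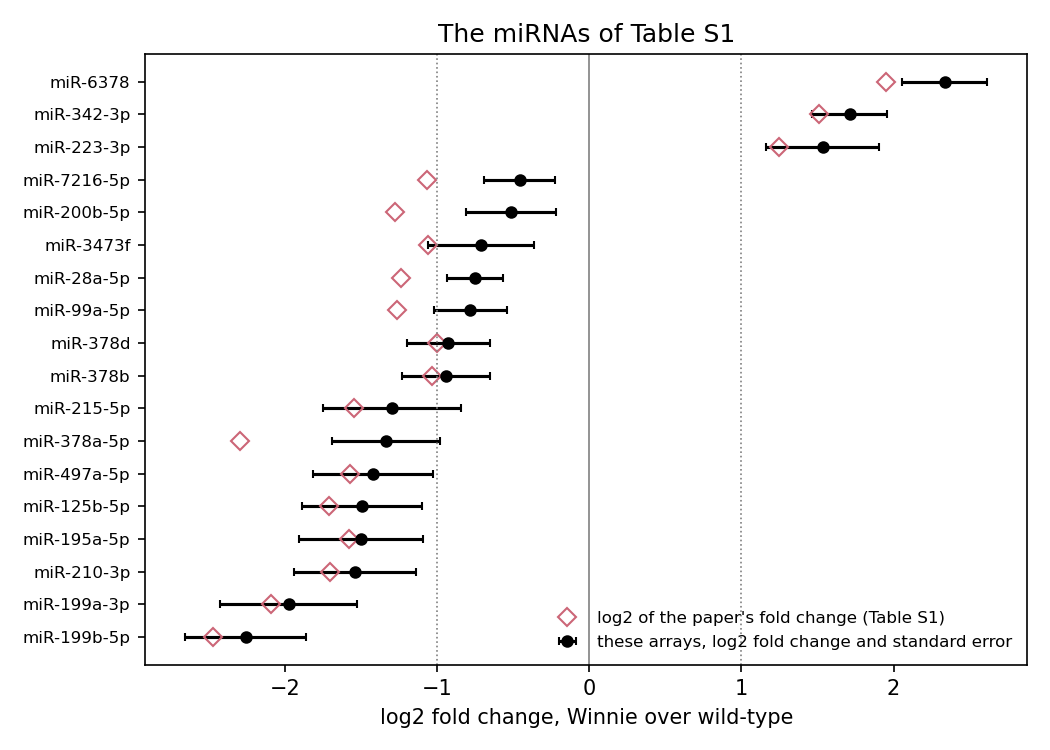
Log2 fold change (Winnie over wild-type) of the 18 miRNAs of Table S1, with the standard error from limma over 4 arrays per genotype, beside the fold change that the paper reports, on the log2 scale; dotted lines mark a 2-fold change. The values from the arrays run from -2.26 for miR-199b-5p to 2.33 for miR-6378 and have the paper's direction for 18 of 18 miRNAs.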

Differential expression analysis (FDR ≤ 0.05 and the fold change threshold ≥2) between 4 Winnie mice and 4 wild-type mice revealed 18 dysregulated miRNAs (Table S1). Hierarchical clustering analysis generated a tree that showed two clearly separate groups (Figure 1A). This separation was also confirmed by the correlations among miRNA expression patterns obtained using PCA (Figure 1B).

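A tree of the 8 arrays was built by average linkage on 1 minus the Pearson correlation of the centred log2 signals of the 18 miRNAs in Table S1. Its first division gave the 4 Winnie arrays and the 4 wild-type arrays, with 0 arrays misplaced. Winnie replicate 2 joined the other Winnie arrays at a height of 0.90 and wild-type replicate 4 joined the other wild-type arrays at 0.58, while the genotypes joined at 1.66. Across these miRNAs, which are not independent replicates, Winnie replicate 2 had correlations between 0.0057 and 0.15 with the other Winnie arrays and of 0.26 with wild-type replicate 4. The 18 miRNAs were chosen by the study for a difference between the same arrays, and in a tree of the 53 miRNAs above the signal limit wild-type replicate 4 fell in the Winnie branch. From the tree, the paper states that Winnie and wild-type mice form separate groups.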

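Figure 1B uses the miRNAs that were selected for their difference, so the components were also computed over the 53 expressed miRNAs, centred and not scaled to unit variance. The first component held 54.5% of their variance and the second 21.3%. On the first component the Winnie arrays scored between -2.80 and -0.38 and the wild-type arrays between -0.05 and 3.37, without overlap (two-sided exact permutation test, p = 0.029, the smallest possible). The gap between Winnie replicate 1 and wild-type replicate 4 was smaller than the spread within either genotype. The exact p was 0.057 with quantile normalization and also without Winnie replicate 4. Over the 18 miRNAs of Table S1 the first component held 76.5% of the variance.

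**Figure D2:**
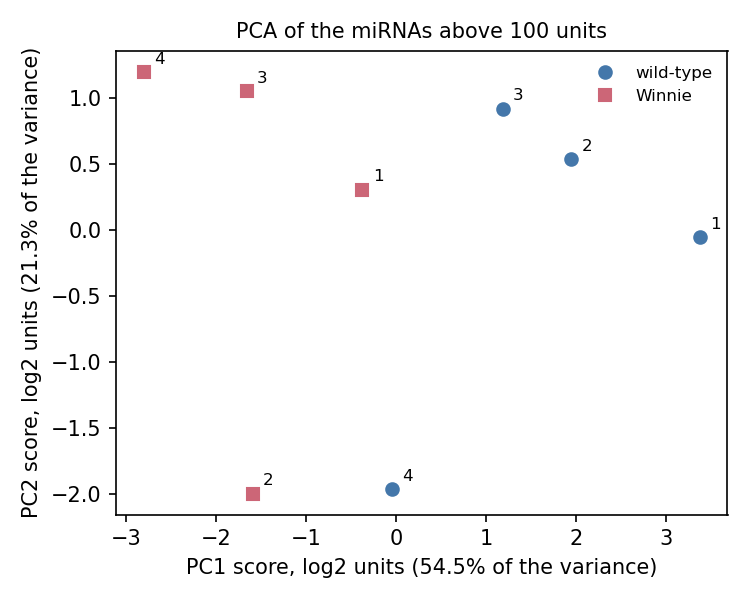
Scores of the 8 arrays on the first and second principal components of the log2 signals of the 53 expressed miRNAs, with replicate numbers and the percent of variance on each axis. Winnie arrays lie between -2.80 and -0.38 on the first component and wild-type arrays between -0.05 and 3.37.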

### 3.2. In-Silico Prediction of miRNA Targets

To determine the molecular mechanisms in which the 18 identified miRNAs are involved, we performed bioinformatic analysis to predict their target genes. Based on the results of the bioinformatic analysis, we found that one of the putative targets of miR-195a-5p was CLDN2, a gene that encodes a TJ protein expressed in colonic epithelium (Table S2).

Pathway analysis of dysregulated miRNAs revealed a rank-ordered list in which the top pathways were Focal Adhesion, MAPK signalling, Wnt signalling, Adherens junction, Gap junction, and Tight junction (Table S3). Of note, within these pathways, multiple miRNAs putatively regulated the same target genes, and one single miRNA could target several genes.

### 3.3. miRNA Expression Validation

To validate the microarray results, we performed quantitative real-time PCR for miR-195a-5p, miR-497a-5p, miR-99a-5p, and miR-199a-3p on miRNAs isolated from colonic IECs. All tested miRNAs showed a significantly changed expression in Winnie mice compared to wild-type mice, confirming the microarray data (Figure 2).

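The PCR values are not analysed here, and the array signals of the 4 miRNAs, scaled as for the profiling, are given instead. The scaled signal of miR-195a-5p was 38.9 ± 27.0 units (SD, n = 4) in Winnie mice and 95.9 ± 20.8 units (SD, n = 4) in wild-type mice, with a log2 fold change of -1.5 (standard error 0.41, limma adjusted p = 0.024). The genotypes overlapped, since Winnie replicate 2 had 78.7 units and wild-type replicate 3 had 74.4 units (two-sided exact permutation test, p = 0.057). Leaving out each array in turn kept its log2 fold change between -1.91 and -1.16, but the adjusted p passed 0.05 without Winnie replicate 3 or 4 or wild-type replicate 1, 2 or 4, reaching 0.084. Over the alternatives that keep the detection filter and all 8 arrays its adjusted p ran from 0.00064 to 0.091. Of 26 alternatives in total, other filters and left-out arrays included, 10 lost the FDR. miR-497a-5p fell from 77.9 ± 12.1 units (SD, n = 4) in wild-type mice to 33.3 ± 22.0 units (SD, n = 4) in Winnie mice. Its log2 fold change was -1.42 (standard error 0.39, limma adjusted p = 0.026), and Winnie replicate 2 again lay above wild-type replicate 3, with 65.4 against 62.4 units. Its adjusted p passed 0.05 in 5 of the 8 fits that leave out an array. miR-199a-3p had 27.1 ± 17.5 units (SD, n = 4) in Winnie mice and 91.0 ± 14.1 units (SD, n = 4) in wild-type mice. Its log2 fold change was -1.98 (standard error 0.45, limma adjusted p = 0.011), every Winnie array was below every wild-type array, and the adjusted p stayed at 0.049 or below with any single array left out. Over the alternatives that keep the detection filter and all 8 arrays, the adjusted p of miR-199a-3p ran from 3.7e-05 to 0.078. Of 26 alternatives in total, 3 lost the FDR. miR-99a-5p had a low signal, 6.12 ± 1.93 units (SD, n = 4) in Winnie mice and 10.2 ± 1.35 units (SD, n = 4) in wild-type mice, again without overlap. Its log2 fold change of -0.78 (standard error 0.24, limma adjusted p = 0.036) was under the 2-fold limit, and it was -1.24 with quantile normalization. Its adjusted p passed 0.05 in 6 of the 8 fits that leave out an array, reaching 0.12. The endogenous control of the PCR, miR-186-5p, was detected on 0 of the 8 arrays, so the array signals could not be set against it, and whether its probes on this array can detect it is not known here.

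**Figure D3:**
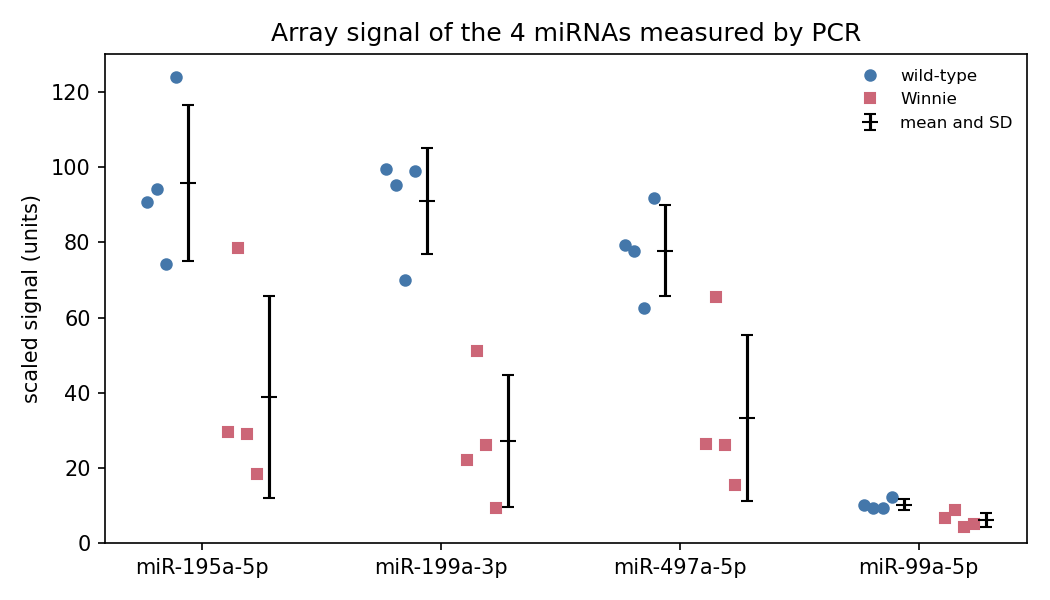
Scaled signal in units of the 4 miRNAs measured by PCR, with 1 point per array and the mean and SD of the 4 arrays of each genotype. Winnie replicate 2, at 78.7 units for miR-195a-5p, is the highest of the Winnie arrays for that miRNA.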

### 3.4. miR-195a-5p as a Regulator of CLDN2 Expression

The increased expression of CLDN2 in IBD is widely recognized [10,26], but the basis for its increase is still unknown.

The in-silico analysis showed that miR-195a-5p could regulate Cldn2 expression; in fact, sequence alignment of murine miR-195a-5p with 3’untranslated region (UTR) Cldn2 identified a binding site that is well conserved among different species (Figure 3A). The same binding site was observed in the corresponding 3’UTR human CLDN2 human gene.

Next, we evaluated the Cldn2 mRNA expression levels in the same set of RNA samples used in the microarray validation. We found that Cldn2 levels were significantly higher in Winnie mice compared to wild-type mice (*p* = 0.03; Figure 3B). Moreover, to study whether the upregulation of Cldn2 was attributable to lower levels of miR-195a-5p, we tested the correlation between miR-195a-5p and Cldn2 mRNA. A negative correlation was observed (r = −0.64; *p* = 0.04; Figure 3C).

### 3.5. miR-195-5p Regulates Cldn2 mRNA

In order to validate the results of the bioinformatic analysis, we investigated the effect of miR-195-5p upregulation on the expression of the candidate gene Cldn2. We carried out in vitro transient transfection with molecules of miR-195-5p mimic in HT-29, Caco2 and T84 cell lines. After transfection, the levels of mRNA of Cldn2 were significantly decreased in all three cell lines of miR-195-5p mimic at concentrations of 30 nM and 50 nM (*p* < 0.01; Figure 4A). Moreover, we also evaluated whether the increase of miR-195-5p influenced the expression of Cldn1, a TJ component that is widely expressed in the intestine and has an important role in the integrity of the intestinal epithelium. After transfection, we found that the levels of Cldn1 remained similar to mock-control in all cell lines (*p* > 0.05; Figure 4B).

### 3.6. miR-195-5p Regulates CLDN2 at Protein Level

We used the same strategy to functionally enhance the mature form of miR-195-5p in HT-29, Caco2, and T84, with the aim of probing whether CLDN2 protein expression was also controlled by miR-195-5p. In accordance with the results obtained at the RNA level, Western blot analyses showed that CLDN2 protein expression decreased after miR-195-5p mimic transfection in all cell lines (*p* < 0.05; Figure 5A).

Moreover, we investigated the localization of CLDN2 in HT-29, Caco2, and T84 after miR-195-5p mimic transfection. As shown by immunofluorescence staining, in monolayer cell cultures CLDN2 was localized at the plasma membrane in all cell lines. In accordance with Western blot results, after the transient transfection with miR-195-5p mimic, the expression of CLDN2 decreased as compared with the mock-control (Figure 5B).

### 3.7. miR-195-5p Influences CLDN1 Expression but Not OCCLUDIN

We also investigated the expression of CLDN1 at protein level, which was found to be significantly reduced (*p* < 0.05; Figure 6A,B). The discrepancy between mRNA and protein expression of CLDN1 after transfection could be due to an indirect link among miR-195-5p and CLDN1. The reduction of CLDN1 expression was probably the consequence of CLDN2 downregulation.

Another protein that plays a crucial role in the TJ structure and permeability of intestinal epithelial is occludin. This protein is not individually involved in TJ formation, but its recruitment requires the co-expression of claudins such as CLDN1 [27]. For these reasons, we also evaluated the protein expression of occludin after miR-195-5p transfection in all cell lines. We found that occludin expression after transfection was almost similar to mock conditions in all three cell lines (Figure 6A,C).

### 3.8. miR-195-5p and TJ Expression in UC Patients

To assess the potential clinical relevance of our findings, we analyzed four gene expression datasets from GEO (GSE133059, GSE133060, GSE12868221, and GSE8746622). These datasets included miRNA or mRNA expression profiles of patients with UC.

For gene expression analysis, we combined three datasets, GSE133060, GSE128682, and GSE87466. For the miRNA expression profile, we examined one dataset—GSE133059.

We found that miR-195-5p was significantly downregulated in UC patients compared to the control group (Figure 7A). Moreover, expression levels of CLDN1 and CLDN2 were significantly higher in UC patients compared to controls (Figure 7B,C) and occludin mRNA levels were reduced in UC patients (Figure 7D).

## 4. Discussion

Cell junctions are one of the physical barriers that can inhibit intestinal mucosa invasion by pathogenic and commensal microorganisms [28]. In the cell monolayer, TJs closely regulate paracellular transport and have a key role in the maintenance of intestinal permeability and barrier function [29,30]. In the IBD pathogenesis, the trigger event that culminates in intestinal inflammation is the increase of intestinal permeability due to dysregulation of proteins involved in cell junctions [4,10].

The implication of miRNAs in the IBD pathogenesis has gained broad interest over the years. miRNAs are implicated in the activation and maturation of immune cells and in the regulation of the immune system response [31,32,33,34,35]. Moreover, miRNAs also have a relevant role in IECs functions and may be implicated in enhancing the barrier function in the intestinal epithelium. For example, Dai and co-workers have shown that PepT1 is overexpressed in UC patients and its expression is modulated by the miR-193a-3p via NF-kB pathway [36]. Zhang et al. have identified overexpressed miR-21 in an in vitro model treated with TNF-α, highlighting its key role in the control of intestinal epithelial permeability [37]. In another work, Tian and colleagues found that MIR31 is increased in patients affected by IBD and, through the Wnt and Hippo pathways, is able to reduce inflammation and epithelial regeneration [38].

In this study, the IECs global miRNA expression profile of UC and wild-type mice identified 18 differentially expressed miRNAs. One of these, miR-195-5p, resulted in downregulation and caught our attention, since among their putative target genes there was CLDN2, a gene known to be upregulated in IBD [4]. Variations of CLDN1 and CLDN2 expression [8,11,26,39], as well as the reduction of occludin [10,40], have been reported as a key factor triggering alterations of intestinal permeability. To the best of our knowledge, to date there are no studies available showing the relationship between miR-195-5p and tight junctions’ regulation in IBD.

We found an increased expression of Cldn2 in the UC mice model and showed that miR-195-5p expression was negatively correlated with the Cldn2 expression levels in the same set of IECs samples.

According to our bioinformatic analysis, in human colonic epithelial cell lines, after raising the levels of intracellular miR-195-5p, the levels of Cldn2 mRNA and protein were reduced. This modulation, in turn, downregulated CLDN1 expression at a protein level, but not that of occludin.

Finally, we determined the clinical significance of miR-195-5p and associated TJ genes in UC patients, finding that miR-195-5p resulted downregulated in UC patients and CLDN1 and CLDN2 resulted in upregulation. A downregulation of miR-195-5p has been previously reported in colon cancer tissue as a regulator of the EMT and M2-like TAM polarization through the NOTCH2-GATA3/IL-4 axis [41].

Altogether, our results highlight that modulation of TJ proteins by miR-195-5p may cause epithelial barrier disruption in the colon of patients with IBD, which could partially explain the dysfunction characteristic of this disease.

Our work has a limitation. In fact, it is a preliminary study aimed to demonstrate the modulation of TJ by miR-195-5p. Further experiments are needed to confirm the effective involvement of this miRNA in the regulation of intestinal barrier function in IBD mice models.

In conclusion, in this study, we show that miR-195-5p regulates CLDN2 and also, indirectly, CLDN1 protein. Our findings could have therapeutic implications, since the intracellular increase of miR-195-5p reverses the higher levels of CLDN2 TJ typical of IBD. Therefore, the use of miR-195-5p could provide a useful new therapeutic approach to the disease.

## Figures and Tables

**Figure 1:**
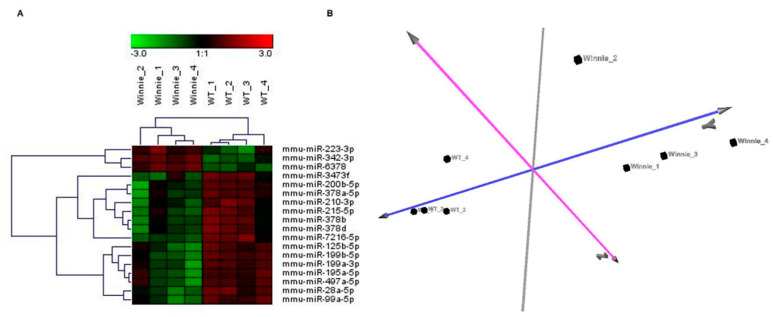
miRNA expression profile of colonic epithelial cells from Winnie and wild-type mice. (**A**) Hierarchical clustering using the 18 differentially expressed miRNAs (FDR < 0.05 and fold change threshold >2) discriminating colonic epithelial cells from Winnie mice compared to wild-type mice. Two principal clusters were identified on the basis of differential miRNA expression. (**B**) PCA based on the expression of differentially expressed miRNA in all samples. PCA showed evident clustering and confirmed the separation of Winnie and wild-type mice.

**Figure 2:**
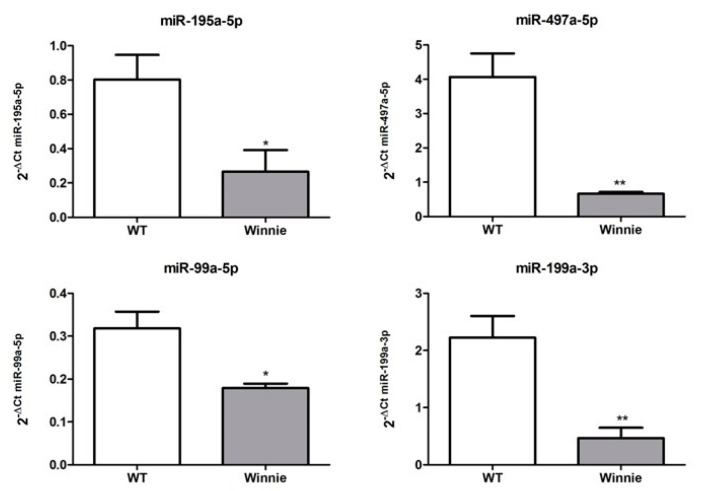
Validation of differentially expressed miRNAs. Expression levels of miR-195a-5p, miR-497a-5p, miR-99a-5p, and miR-199a-3p on miRNAs isolated from colonic IECs. miRNAs expression levels were quantified using qRT-PCR and the relative expression was normalized to the expression of endogenous control miR-186-5p. All tested miRNAs showed a significant change in expression, confirming microarray data. * *p* < 0.05; ** *p* < 0.01.

**Figure 3:**
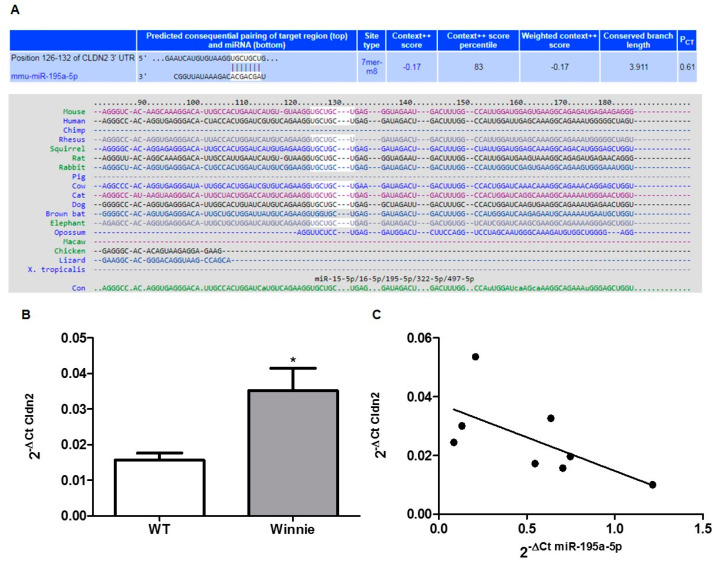
miR-195a-5p targets CLDN2. (**A**) Sequence alignment of the miR-195a-5p base-pairing sites in the 3’-UTR of Cldn2 mRNA showing that the regions complementary to miR-195a-5p are highly conserved among mouse, human, and chimp. The “seed” sequences of miR-195a-5p complementary to Cldn2 are shown in white. (**B**) Cldn2 mRNA expression levels evaluated in the same set of RNA samples used in the microarray validation. Cldn2 levels were significantly higher in Winnie mice compared to wild-type mice. Cldn2 expression levels were normalized on the housekeeping gene Gapdh. The histograms represent the mean ± SEM. * *p* = 0.03. (C) Linear correlation between the expression of Cldn2 and the expression of miR-195a-5p. Cldn2 mRNA levels inversely correlated with miR-195a-5p expression levels. Black points represent correlation between mRNA and miRNA expression for each sample (r = −0.64; *p* = 0.04).

**Figure 4:**
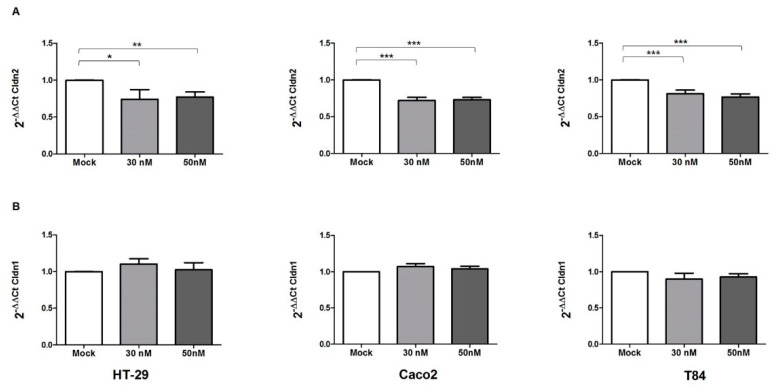
miR-195-5p regulates Cldn2 mRNA expression. (A) Cldn2 mRNA expression was analyzed by Real-Time PCR after transfection with miR-195-5p mimic in HT-29, Caco2, and T84 human cell lines. The increased intracellular amount of miR-195-5p (at 30 nM and 50 nM concentrations) led to a significant decrease of Cldn2 in all cell lines. (B) Cldn1 mRNA expression was analyzed by Real-Time PCR after transfection with miR-195-5p mimic in HT-29, Caco2, and T84 human cell lines. The levels of Cldn1 remained similar to mock-control in all cell lines. Expression data were normalized to the housekeeping gene Gapdh. Data are representative of four independent experiments (mean ± SEM). * *p* < 0.01, ** *p* < 0.001, *** *p* < 0.0001.

**Figure 5:**
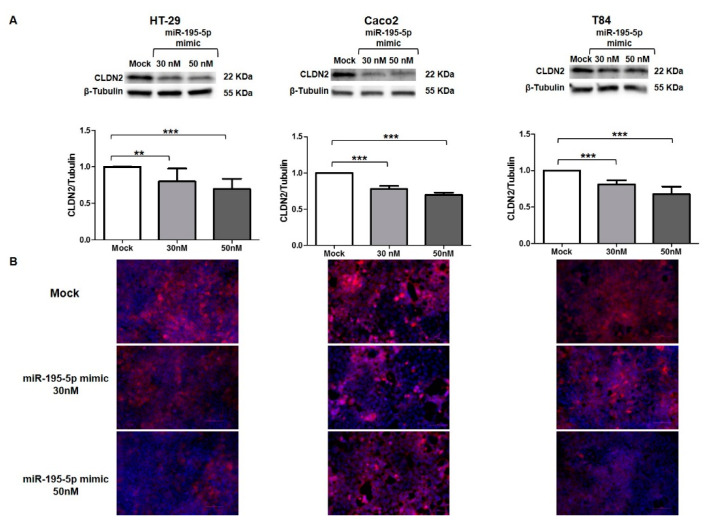
Regulation of CLDN2 protein expression by miR-195-5p in colonic epithelial cell lines. (**A**) Western blot analysis of CLDN2 protein expression in HT-29, Caco2, and T84 cell lines after miR-195-5p mimic transfection. A significant reduction of CLDN2 expression was detected in all cell lines. Raw data of the independent experiments of Western blot were reported in Appendix A. (**B**) Immunofluorescence staining of CLDN2 in HT-29, Caco2 and T84 cell cultures after miR-195-5p mimic transfection. In accordance with Western blot results, after transfection, the expression of CLDN2 decreased compared with mock-control. Single channel images of DAPI and CLDN2 staining before merge were reported in Appendix B. Data of WB were obtained by dividing the normalized transfected sample values by the normalized control sample values. β-Tubulin was used as housekeeping protein to normalize the data. Data are representative of four independent experiments. The histograms correspond to mean ± SEM. Scale bar = 50 µm ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
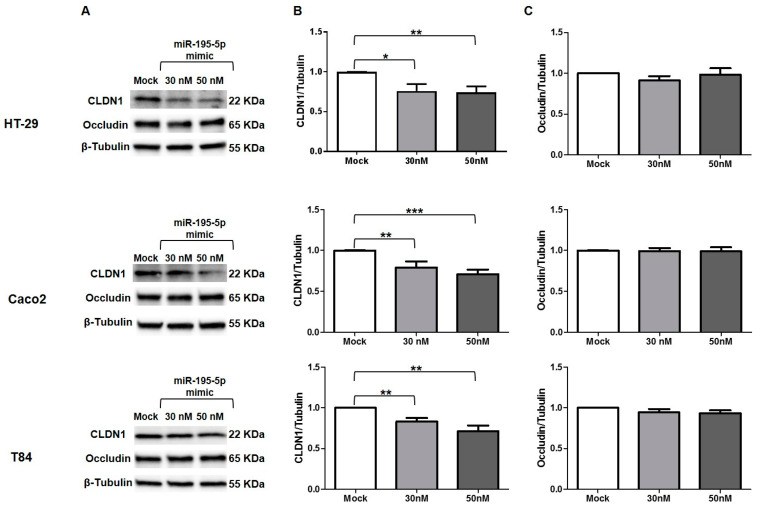
CLDN1 and Occludin protein expression after miR-195-5p mimic transfection. (**A**) Representative blots of CLDN1 and occludin protein expression in three IECs cell lines, HT-29, Caco2, and T84 after transfection. Western blot quantitative analysis demonstrated inhibition of CLDN1 (**B**) but not occludin (**C**) in all cell lines, after miR-195-5p mimic transfection at 30 and 50 nM. Mock represents cells which have undergone transfection without miRNA mimic. Raw data of the independent experiments of Western blot were reported in Appendix A. Data were obtained by dividing the normalized transfected sample values to normalized mock-control sample values. β-Tubulin was used as housekeeping protein to normalize the data. Data are representative of four independent experiments. The histograms correspond to mean ± SEM. * *p* < 0.05; ** *p* < 0.01, *** p < 0.001.

**Figure 7:**
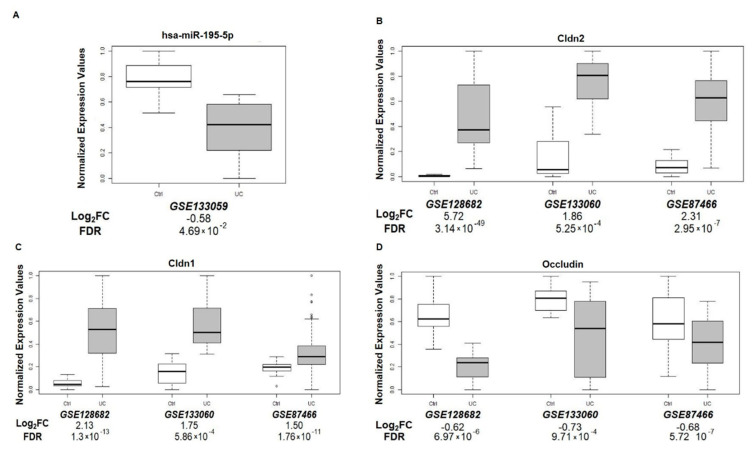
miR-195-5p, Cldn2, Cldn1, and Occludin expression in UC patients. Analysis of colonic tissue from UC and controls downloaded from the GEO database (GSE133059, GSE133060, GSE128682, and GSE87466). Mean expression data of miR-195-5p (**A**), Cldn2 (**B**), Cldn1 (**C**), and Occludin (**D**) were expressed as normalized expression values. LogFC value and FDR were reported for each dataset and each signal.

## Data Availability

Microarray data are available under accession number GSE183896 at the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/, accessed on 25 February 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/2227-9059/10/4/919/s1, Table S1: List of 18 miRNAs differently expressed in 4 ulcerative colitis mice models compared to 4 wild-type mice (FDR ≤ 0.05 and fold change threshold ≥2) using microarray technology; Table S2: miR-195a-5p predicted target; Table S3: Pathway analysis of 18 dysregulated miRNAs.

## Appendix A

Raw data of the independent experiments of Western blot.

## Appendix B

Single immunofluorescence images for each channel of the three cell lines in all conditions.

## References

[1] Zhang Y.-Z. (2014). Inflammatory bowel disease: Pathogenesis. World J. Gastroenterol..

[2] Ramos G.P., Papadakis K.A. (2019). Mechanisms of Disease: Inflammatory Bowel Diseases. Mayo Clin. Proc..

[3] Anderson J.M., Van Itallie C.M. (2009). Physiology and Function of the Tight Junction. Cold Spring Harb. Perspect. Biol..

[4] Landy J., Ronde E., English N., Clark S.K., Hart A.L., Knight S.C., Ciclitira P.J., Al-Hassi H.O. (2016). Tight junctions in inflammatory bowel diseases and inflammatory bowel disease associated colorectal cancer. World J. Gastroenterol..

[5] Krause G., Winkler L., Mueller S.L., Haseloff R.F., Piontek J., Blasig I.E. (2008). Structure and function of claudins. Biochim. Biophys. Acta Biomembr..

[6] Bücker R., Schumann M., Amasheh S., Schulzke J.-D. (2010). Claudins in Intestinal Function and Disease. Current Topics in Membranes.

[7] Blikslager A.T., Moeser A.J., Gookin J.L., Jones S.L., Odle J. (2007). Restoration of Barrier Function in Injured Intestinal Mucosa. Physiol. Rev..

[8] Zhu L., Han J., Li L., Wang Y., Li Y., Zhang S. (2019). Claudin Family Participates in the Pathogenesis of Inflammatory Bowel Diseases and Colitis-Associated Colorectal Cancer. Front. Immunol..

[9] Luettig J., Rosenthal R., Barmeyer C., Schulzke J. (2015). Claudin-2 as a mediator of leaky gut barrier during intestinal inflammation. Tissue Barriers.

[10] Weber C.R., Nalle S.C., Tretiakova M., Rubin D.T., Turner J.R. (2008). Claudin-1 and claudin-2 expression is elevated in inflammatory bowel disease and may contribute to early neoplastic transformation. Lab. Investig..

[11] Suzuki T., Yoshinaga N., Tanabe S. (2011). Interleukin-6 (IL-6) Regulates Claudin-2 Expression and Tight Junction Permeability in Intestinal Epithelium. J. Biol. Chem..

[12] Bartel D.P. (2004). MicroRNAs. Cell.

[13] Kalla R., Ventham N.T., Kennedy N.A., Quintana J.F., Nimmo E.R., Buck A.H., Satsangi J. (2015). MicroRNAs: New players in IBD. Gut.

[14] Wang C., Chen J. (2019). microRNAs as therapeutic targets in intestinal diseases. ExRNA.

[15] Dalal S.R., Kwon J.H. (2010). The Role of MicroRNA in Inflammatory Bowel Disease. Gastroenterol. Hepatol..

[16] Chapman C.G., Pekow J. (2015). The emerging role of miRNAs in inflammatory bowel disease: A review. Therap. Adv. Gastroenterol..

[17] Altaf-Ul-Amin M., Karim M.B., Hu P., ONO N., Kanaya S. (2020). Discovery of inflammatory bowel disease-associated miRNAs using a novel bipartite clustering approach. BMC Med. Genom..

[18] Sturn A., Quackenbush J., Trajanoski Z. (2002). Genesis: Cluster analysis of microarray data. Bioinformatics.

[19] Kozomara A., Griffiths-Jones S. (2014). miRBase: Annotating high confidence microRNAs using deep sequencing data. Nucleic Acids Res..

[20] Sticht C., De La Torre C., Parveen A., Gretz N. (2018). miRWalk: An online resource for prediction of microRNA binding sites. PLoS ONE.

[21] Agarwal V., Bell G.W., Nam J.-W., Bartel D.P. (2015). Predicting effective microRNA target sites in mammalian mRNAs. Elife.

[22] Karagkouni D., Paraskevopoulou M.D., Chatzopoulos S., Vlachos I.S., Tastsoglou S., Kanellos I., Papadimitriou D., Kavakiotis I., Maniou S., Skoufos G. (2018). DIANA-TarBase v8: A decade-long collection of experimentally supported miRNA–gene interactions. Nucleic Acids Res..

[23] Chen Y., Wang X. (2020). miRDB: An online database for prediction of functional microRNA targets. Nucleic Acids Res..

[24] Lu T.-P., Lee C.-Y., Tsai M.-H., Chiu Y.-C., Hsiao C.K., Lai L.-C., Chuang E.Y. (2012). miRSystem: An Integrated System for Characterizing Enriched Functions and Pathways of MicroRNA Targets. PLoS ONE.

[25] Vlachos I.S., Zagganas K., Paraskevopoulou M.D., Georgakilas G., Karagkouni D., Vergoulis T., Dalamagas T., Hatzigeorgiou A.G. (2015). DIANA-miRPath v3.0: Deciphering microRNA function with experimental support. Nucleic Acids Res..

[26] Amasheh S., Meiri N., Gitter A.H., Schöneberg T., Mankertz J., Schulzke J.D., Fromm M. (2002). Claudin-2 expression induces cation-selective channels in tight junctions of epithelial cells. J. Cell Sci..

[27] Förster C. (2008). Tight junctions and the modulation of barrier function in disease. Histochem. Cell Biol..

[28] Antoni L. (2014). Intestinal barrier in inflammatory bowel disease. World J. Gastroenterol..

[29] Okumura R., Takeda K. (2017). Roles of intestinal epithelial cells in the maintenance of gut homeostasis. Exp. Mol. Med..

[30] Bischoff S.C., Barbara G., Buurman W., Ockhuizen T., Schulzke J.-D., Serino M., Tilg H., Watson A., Wells J.M. (2014). Intestinal permeability—A new target for disease prevention and therapy. BMC Gastroenterol..

[31] Zhou H., Xiao J., Wu N., Liu C., Xu J., Liu F., Wu L. (2015). MicroRNA-223 Regulates the Differentiation and Function of Intestinal Dendritic Cells and Macrophages by Targeting C/EBPβ. Cell Rep..

[32] Shi Y., Dai S., Qiu C., Wang T., Zhou Y., Xue C., Yao J., Xu Y. (2020). MicroRNA-219a-5p suppresses intestinal inflammation through inhibiting Th1/Th17-mediated immune responses in inflammatory bowel disease. Mucosal Immunol..

[33] Galleggiante V., De Santis S., Liso M., Verna G., Sommella E., Mastronardi M., Campiglia P., Chieppa M., Serino G. (2019). Quercetin-Induced miR-369-3p Suppresses Chronic Inflammatory Response Targeting C/EBP-β. Mol. Nutr. Food Res..

[34] Scalavino V., Liso M., Serino G. (2020). Role of microRNAs in the Regulation of Dendritic Cell Generation and Function. Int. J. Mol. Sci..

[35] Scalavino V., Liso M., Cavalcanti E., Gigante I., Lippolis A., Mastronardi M., Chieppa M., Serino G. (2020). miR-369-3p modulates inducible nitric oxide synthase and is involved in regulation of chronic inflammatory response. Sci. Rep..

[36] Dai X., Chen X., Chen Q., Shi L., Liang H., Zhou Z., Liu Q., Pang W., Hou D., Wang C. (2015). MicroRNA-193a-3p Reduces Intestinal Inflammation in Response to Microbiota via Down-regulation of Colonic PepT1. J. Biol. Chem..

[37] Zhang L., Shen J., Cheng J., Fan X. (2015). MicroRNA-21 regulates intestinal epithelial tight junction permeability. Cell Biochem. Funct..

[38] Tian Y., Xu J., Li Y., Zhao R., Du S., Lv C., Wu W., Liu R., Sheng X., Song Y. (2019). MicroRNA-31 Reduces Inflammatory Signaling and Promotes Regeneration in Colon Epithelium, and Delivery of Mimics in Microspheres Reduces Colitis in Mice. Gastroenterology.

[39] Poritz L.S., Harris L.R., Kelly A.A., Koltun W.A. (2011). Increase in the Tight Junction Protein Claudin-1 in Intestinal Inflammation. Dig. Dis. Sci..

[40] Marchiando A.M., Shen L., Graham W.V., Weber C.R., Schwarz B.T., Austin J.R., Raleigh D.R., Guan Y., Watson A.J.M., Montrose M.H. (2010). Caveolin-1–dependent occludin endocytosis is required for TNF-induced tight junction regulation in vivo. J. Cell Biol..

[41] Lin X., Wang S., Sun M., Zhang C., Wei C., Yang C., Dou R., Liu Q., Xiong B. (2019). miR-195-5p/NOTCH2-mediated EMT modulates IL-4 secretion in colorectal cancer to affect M2-like TAM polarization. J. Hematol. Oncol..

How the deposited data were processed for this re-analysis (not part of the article)

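Colonic IECs of 4 Winnie mice and 4 wild-type mice at 16 weeks of age were profiled on single-colour miRNA microarrays, 1 array per mouse, and these 8 arrays are the only samples used here. The genotype of each array was taken from its sample label. The intensity values used are those the authors deposited from Feature Extraction, version 10.7.3.1 per the file headers, which subtracted the background of each spot, detrended the array and summed the signal over the probes of a miRNA. This total gene signal is in fluorescence units, with 0.1 units for a miRNA that was not detected, and without normalization between arrays. The log2 values deposited by the authors were also read, which they had quantile normalized, since the sorted values are the same on every array. They were used as an alternative for the 561 probes that were above background on an array, and 2895 probes that were never above background were set to the undetected value.

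The methods of the paper give log transformation, normalization, a limit of 100 units for expressed miRNAs, an FDR of 0.05 and a fold change of 2, and for the paper as a whole Student's test on the mean ± SEM, without naming the normalization or the test for the arrays. Here a miRNA was called expressed when the median of its unscaled total gene signal over the 8 arrays was above 100 units. Signals were scaled to the 75th percentile of the 212 miRNAs detected on all 8 arrays, raised to a floor of 1 unit and taken to log2. The genotypes were compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, 6 residual degrees of freedom) and Benjamini-Hochberg adjustment. Single values were compared with a two-sided exact permutation test over the 70 labelled divisions of the arrays. Principal components were computed on centred log2 values. Trees used average linkage on the Pearson distance. Figures were drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

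This design, the lists and the alternatives other than those named as added were set before the data were examined. The designed filter gave 0 differentially expressed miRNAs, and only then was detection on all 4 arrays of at least 1 genotype, until then an alternative, made the basis of a further set of results. The adjusted p of each named miRNA and the tests of the miRNA lists come from this filter unless another is given. The miRNAs named are those of Table S1, the 4 measured by PCR with their endogenous control, the seed family of miR-195a-5p, the members of the lists that were past the FDR, the 5 miRNAs outside Table S1 with the largest fold change each way among those past both limits, and those detected on all arrays of 1 genotype and on none of the other. The 5 miRNAs outside Table S1 were taken among those detected on all 8 arrays, a restriction added after the values were seen, since the largest fold changes are of undetected miRNAs and depend on the floor. Other miRNAs are named as chosen after their values were seen.

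For a miRNA undetected on all arrays of 1 genotype the fold change is given as a bound. The arrays of that genotype all stand at the floor, so the limma p of such a miRNA takes no spread from them. The mean log2 signal of the arrays where it was detected was set against the lowest signal that was detected for any miRNA on each array of the other genotype, between 1.08 and 1.23 units before scaling and raised to 1 unit where scaling took it below, which makes the bound smaller, and the difference is written as at least that fold. The lowest signal of any miRNA need not be the limit of detection of the miRNA in question, so such a fold holds only against that signal. Beside this limit of detection, the number of arrays limits the precision.

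In addition to single miRNAs, 5 lists were examined that had been written from general knowledge, for stromal, immune, epithelial and red blood cells and for the seed family, with limma's camera at a preset correlation of 0.01 and with fry. Of the red blood cell list, 4 miRNAs are on the array and 0 passed the detection filter, so 4 lists were tested. The other alternatives were further scalings, filters, spot signals, a floor of 10 units, the authors' normalized values, other tests, a term for the replicate number, and leaving out each array in turn. The replicate number is also the slide column of the array in both genotypes, so that term is a term for the slide column as well. After the genotype means are removed, the correlation of the Winnie and wild-type array of the same number, across the 53 expressed miRNAs, was 0.65, -0.27, 0.58 and 0.05 for replicates 1 to 4. It was high for replicates 1 and 3 only, which shows no pairing throughout but does not exclude an effect of the column. The fits were tested on simulated data. At the size of this study, 52 of 60 changed miRNAs were called among 291 and 1 unchanged miRNA was, and 9 of 10 changed miRNAs and 0 unchanged miRNAs were called among 53. Every simulated change was larger than 2-fold, with independent normal noise and without undetected values. The largest absolute log2 fold change past the FDR among the 53 real miRNAs was 0.85. These counts therefore do not tell how often such smaller changes, or changes of miRNAs at the floor, are called rightly.

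Target prediction, pathway analysis, PCR, cell lines, protein and permeability measurements are not analysed here, and the target table was held only in part. The binding site in the Cldn2 transcript was not examined, since no genome sequence was used here.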

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

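The tests of explanations in this part were chosen only after the result was seen, except the counts over other divisions of the arrays. Among 93 groups of 4 arrays, 7 (7.53%) held an array whose gap to the nearest of the others, as a share of the group's whole range, was above Dixon's limit, and chance alone gives this in about 1 of 20 groups.

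In wild-type replicate 3, miR-199a-3p was lower than in the other wild-type arrays, with 70.1 scaled units against 95.4 to 99.5 (gap 0.88 of the range), and so was miR-143-3p, with 10.4 against 14.2 to 14.9 (0.88). miR-182-5p was lowest in wild-type replicate 1, with 12.4 units against 20.7 to 21.5 (0.93). In Winnie mice, miR-3066-3p was lowest in replicate 2, with 2.58 units against 8.86 to 9.89 (0.92), and miR-7b-3p was highest in replicate 4, with 17.6 units against 11.9 to 12.2 (0.92). No array was saturated at any spot, and the share of such groups is near that of chance. No technical cause was tested for these 5 groups, and no biological explanation was tested, since the design separates the mice of a genotype by nothing else. With each array left out in turn, miR-199a-3p kept an adjusted p of at most 0.049, and miR-3066-3p and miR-7b-3p kept at most 0.0047 and 2.6e-05. Both miR-3066-3p and miR-7b-3p stood at the floor on every wild-type array, so their p depends on the floor. The adjusted p of miR-182-5p rose from 0.020 to at most 0.053 and that of miR-143-3p from 0.049 to at most 0.14.

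In wild-type replicate 4, miR-3473f was lower than in the other wild-type arrays, with 11.5 scaled units against 21.5 to 24.3 (gap 0.84 of the range), and so was miR-194-5p, with 363 against 571 to 603 (0.89). The same array fell in the Winnie branch of the tree of the 53 expressed miRNAs. It had 2359 outlier spots against 1559 to 1724 on the other arrays, and 3 of its blank spots were above 100 units against 0 on each other array. An exchanged label of wild-type replicate 4 is argued against by the 77 miRNAs that were past both limits without this array: for 26 of them (33.8%) it lay nearer to the Winnie mean and for 51 nearer to the mean of the other wild-type arrays, where a wrong label would put most of them nearer to Winnie. Counted in the same way, the share nearer to the other genotype was 32.8% for Winnie replicate 2 and between 0% and 21.6% for the other arrays. Of the 20 expressed miRNAs past the FDR without wild-type replicate 4, 8 lay nearer to the Winnie mean. A local defect of this array or a difference of this mouse from the others stays open, and neither was tested.

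Outside Table S1, 52 miRNAs were past both limits over the 291 detected miRNAs, which the paper does not report. The largest rises among those detected on all 8 arrays were those of miR-212-3p (log2 fold change 1.39, limma adjusted p = 0.020), miR-712-5p (1.34, 0.020), miR-5121 (1.10, 0.045), miR-21a-3p (1.07, 0.0090) and miR-1839-3p (1.05, 0.0045), and each was higher in every Winnie array than in every wild-type array. With each array left out in turn, miR-21a-3p and miR-1839-3p stayed past the FDR, while miR-5121 lost it in 5 of the 8 fits (adjusted p up to 0.10), miR-712-5p in 2 and miR-212-3p in 1. None of the miRNAs past both limits outside Table S1 that were lower in Winnie mice was detected on all 8 arrays. Chance is argued against for the count of 62 miRNAs past both limits, since 1 of 35 divisions of the arrays, that by genotype, gave as many. The same was found for the 99 past the FDR (1 of 35). As 1 of 35 is the smallest share possible, chance is not excluded. For the 16 of the 53 expressed miRNAs past the FDR it was also 1 of 35, though these fell to 0 without Winnie replicate 3, without wild-type replicate 2 and with the methods' t-test. For the 0 past both limits every division, 35 of 35, gives at least as many whatever the values, so that count decides nothing. Of the 62, 46 were undetected on at least 1 array, so that the size of their fold changes and their limma p depend on the floor. The scaling moves the balance of directions: 71.0% of the 62 were higher in Winnie mice, against 42.9% of 84 without scaling and 52.1% of 71 with quantile normalization, with 54 and 53 of the 62 still called. A difference of labelling or hybridisation between the slide rows cannot be told apart from the genotype.

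On every Winnie array and on no wild-type array, 21 miRNAs were detected, against 4 in the opposite direction. Against the lowest signal detected for any miRNA, which need not be the limit for these, the bounds ran from at least 4.30-fold higher for miR-6917-3p to at least 14.6-fold for miR-3074-1-3p, with at least 14.5-fold for miR-6936-5p and 12.7-fold for miR-7b-3p, and the mean scaled signal in Winnie mice lay between 4.81 and 15.5 units. The immune miRNA miR-142a-5p was at least 7.09-fold higher. The other 16 are miR-138-5p, miR-1893, miR-210-5p, miR-3063-3p, miR-3066-3p, miR-3100-3p, miR-6915-3p, miR-6917-5p, miR-6952-3p, miR-7036a-3p, miR-7056-3p, miR-7066-3p, miR-7211-5p, miR-758-5p, miR-7654-3p and miR-7687-3p. A brighter slide row cannot be told apart from the genotype here: before scaling the 212 miRNAs detected on all 8 arrays were lower on the Winnie arrays by a mean log2 difference of -0.46, not beyond the spread between arrays (exact permutation p = 0.086), while the control probes named for Drosophila miRNAs were brighter by 0.26. In the authors' normalized values 17 of the 21 were higher in Winnie mice, with log2 fold changes of at most 2.32, 3 did not differ and 1, miR-7036a-3p, was lower (-0.10), and by limma 0 of the 21 were past the FDR. Other differences between the slide rows, or in the RNA preparations of the genotypes, stay open beside the genotype itself, and none of these was tested. For the 4 miRNAs detected on wild-type arrays alone, the bounds against that signal were at least 1.78-fold lower in Winnie mice for miR-300-3p, 1.59-fold for miR-30a-3p, 1.51-fold for miR-29c-5p and 1.48-fold for miR-455-3p, but with normexp miR-300-3p, miR-30a-3p and miR-29c-5p were not lower, and in the authors' normalized values none of the 4 differed, so a fall is not established for them.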

How the results depend on the processing

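Chosen after the result was seen were the filter of detection on at least 1 array, normexp background correction on the median spot signal, scaling to the control probes named for Drosophila miRNAs, the count over all probes of the normalized values, the signal limit applied after scaling or quantile normalization, the fry and list-member alternatives over the detected miRNAs, and all alternatives around the 291 detected miRNAs as a basis. Where a value below moved or changed direction, the cause was not tested, except that stricter or wider filters test fewer or more miRNAs and that a higher floor shrinks the fold changes of weak miRNAs.

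The number of expressed miRNAs, 53 as designed, was 35 with more than 100 units on every array, 291 with detection on all 4 arrays of a genotype, 212 with detection on all 8 arrays, 1881 without a filter, 433 with detection on at least 1 array, 114 with summed processed spot signals, 148 with normexp, 179 with the normalized values of the series, 319 with all probes of these values, 54 with the limit applied after the scaling and also after quantile normalization, and 52 to 54 with each array left out in turn.

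The number of differentially expressed miRNAs over the designed filter, 0 by limma with 23 at an unadjusted p under 0.05, was 6 (0 higher, 6 lower) without scaling and with scaling to the 90th percentile, 1 (lower) with the median of the detected miRNAs, 4 (all lower) with more than 100 units on at least 1 array, 62 (44 higher, 18 lower) with detection on all 4 arrays of a genotype, 17 (9 higher, 8 lower) with detection on all 8 arrays, 38 (34 higher, 4 lower) without a filter, 55 (42 higher, 13 lower) with detection on at least 1 array, 7 (1 higher, 6 lower) with summed spot signals, 9 (3 higher, 6 lower) with normexp, 14 (1 higher, 13 lower) with the normalized values of the series, 2 (higher) with array weights, 1 (higher) with a term for the replicate number, and 23 (all lower) with the control probes. It stayed at 0 with quantile normalization, a floor of 10 units, the limma trend and the methods' t-test (21 unadjusted). With each array left out it was 0 to 2, with 0 to 1 higher and 0 to 1 lower: 1 without Winnie replicate 1 or 2, and 2 without wild-type replicate 4. Of the Table S1 miRNAs, 0 past both limits as designed, 4 were past them with more than 100 units on at least 1 array, 10 with detection on all 4 arrays of a genotype, 11 with detection on all 8, 2 without a filter, 8 with detection on at least 1 array, 7 with summed spot signals, 8 with normexp, 9 with the normalized values, and 0 to 1 with each array left out (1 without Winnie replicate 1 or 2).

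The 16 expressed miRNAs past the FDR alone became 26 without scaling, 5 with the median of the detected miRNAs, 5 with quantile normalization, 25 with more than 100 units on at least 1 array, 99, 56, 43 and 68 with detection on all 4 arrays of a genotype, on all 8 arrays, without a filter and with detection on at least 1 array, 44 with summed spot signals, 58 with normexp, 26 with array weights, 37 with the control probes and 0 with the methods' t-test. Of these miRNAs, 12 of the 16 were higher in Winnie mice, against 0 of 26 without scaling, 0 of 23 with the 90th percentile, 0 of 5 with the median of the detected miRNAs, 2 of 5 with quantile normalization, 15 of 26 with array weights, 14 of 19 with a term for the replicate number and 0 of 37 with the control probes. With each array left out the count was 0 to 20. It was 0 without Winnie replicate 3 (20 at an unadjusted p under 0.05) and without wild-type replicate 2 (17), 1 without Winnie replicate 4, 6 without wild-type replicate 3 and 7 without wild-type replicate 1, so it rests on single arrays.

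Over the 291 detected miRNAs, the 62 past both limits became 37 with normexp, 4 with a floor of 10 units, 126 with the control probes, and 0 with the normalized values (0 past the FDR by limma, 88 unadjusted). The 44 higher became 3 with the floor and 0 with the normalized values. The 18 lower became 48 without scaling and with the 90th percentile, 34 with quantile normalization, 6 with normexp, 1 with the floor, 9 with the methods' t-test, 92 with the control probes and 0 with the normalized values. The 99 past the FDR became 11 with the floor, 152 with array weights, 167 with the control probes and 0 with the normalized values. The 10 from Table S1 became 17 without scaling, 16 with the 90th percentile, 18 with quantile normalization, 3 with the floor, 5 with the methods' t-test, 16 with the control probes and 0 with the normalized values. With each array left out, 51 to 77 were past both limits, 41 to 54 higher and 8 to 27 lower, 55 to 116 past the FDR, and 5 to 13 from Table S1. The lower count was 8 without Winnie replicate 4, 9 without wild-type replicate 2, 10 without wild-type replicate 1 and 27 without wild-type replicate 4, the FDR count 55 without wild-type replicate 2 and 56 without Winnie replicate 3, and the Table S1 count 5 without Winnie replicate 4 or wild-type replicate 2 and 6 without Winnie replicate 3 or wild-type replicate 1.

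The exact p of the first principal component, 0.029, was 0.057 with quantile normalization and 0.029 to 0.057 with each array left out, and 0.029 under the other alternatives. The tree of the Table S1 miRNAs misplaced 1 array when built on all expressed miRNAs, 1 with normexp, 1 with the normalized values, and 0 under the other alternatives, leaving out any array included.

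The list tests are those of limma's camera, and the exact counts over other divisions of the arrays are given under the other observations. For the stromal list, miRNAs detected on all 4 arrays of a group, the direction stayed lower in Winnie mice and the test past 0.05 under every alternative run, with 3.8e-12 to 1.2e-05 with each array left out, 0.0065 with more than 100 units on at least 1 array and 0.016 by fry. For the immune list, miRNAs detected on all 4 arrays of a group, the value of 0.016 was 0.0064 to 0.038 with each array left out and 0.068 without the Table S1 miRNAs. For the epithelial list, miRNAs detected on all 4 arrays of a group, the value of 0.022 was 0.095 with quantile normalization, 0.35 with more than 100 units on at least 1 array, 0.50 by fry, 0.067 without the Table S1 miRNAs and 0.0033 to 0.21 with each array left out (0.21 without Winnie replicate 2). The epithelial list over the 53 expressed miRNAs had 0.13, and 0.014 with more than 100 units on every array, 0.022, 0.017, 0.0029 and 0.020 with detection on all 4 arrays of a genotype, on all 8 arrays, without a filter and with detection on at least 1 array, 0.016 with the normalized values, and 0.053 to 0.67 with each array left out. The miR-195a-5p seed family, higher in Winnie mice over the 53 expressed miRNAs (0.37, with 2 members), was lower with more than 100 units on at least 1 array (0.47), with detection on all 4 arrays of a genotype (0.21), on all 8 (0.15) and on at least 1 (0.37), without a filter (0.60), with summed spot signals (0.37), normexp (0.22), the normalized values (0.077) and the control probes (0.85), and had 0.28 to 0.95 with each array left out, in both directions. Over the detected miRNAs (0.21, lower) it had 0.024 with normexp and 0.086 to 0.57 with each array left out.

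Of 58 miRNAs named, 48 were reversed under no alternative, and 13 of these had no difference at all under a floor of 10 units or in the normalized values. Of 1432 values, 1124 kept direction and side of the FDR, 255 lost and 31 gained the FDR, and 22 changed direction. With normexp, the log2 fold change of mmu-miR-200b-5p became 0.013, the log2 fold change of mmu-miR-7216-5p 0.099, the log2 fold change of mmu-miR-29c-5p 0.33, the log2 fold change of mmu-miR-300-3p 0.027 and the log2 fold change of mmu-miR-30a-3p 0.25. The log2 fold change of mmu-miR-322-5p became 0.070 with normexp and ran from -0.56 to 0.080 with each array left out (0.080 without Winnie replicate 4). The log2 fold change of mmu-miR-7036a-3p became -0.10 with the normalized values. Without scaling, with the 90th percentile and with the control probes, the log2 fold change of mmu-miR-15a-5p became -0.43, -0.30 and -0.69, the log2 fold change of mmu-miR-15b-5p -0.38, -0.24 and -0.64, and the log2 fold change of mmu-miR-16-5p -0.38, -0.25 and -0.64. With the normalized values miR-15a-5p had -0.0025 and miR-16-5p -0.46.

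The 75th percentile over all miRNAs is the undetected value on every array, so this alternative equals no scaling. Of the alternatives set at the start, normexp on the mean spot signal, the slide as a block and the red blood cell list were not run, since the mean signal was not used here, all arrays lie on 1 slide and no member was tested. The test alternatives do not apply to the lists, components or tree, nor do the filters to the tree. The stromal and immune lists have 0 members among the 53 expressed miRNAs. Signals near the detection limit restrict the fold changes of weak miRNAs, since 1448 miRNAs were detected on no array.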

Differences from the paper's values

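The alternatives added after the values were seen, detection on at least 1 array, all probes of the normalized values and scaling to the control probes named for Drosophila miRNAs, are marked where they come up. A count is said to lie within tolerance of the paper's when it is at most 1.5 times apart from it, and a fold change when the log2 values differ by no more than the SD of the miRNA between replicates. The paper's value for the number of expressed miRNAs is 460, and 53 were found here with a median signal above 100 units. All alternatives set before the data were examined differ from the paper's value by more, and detection on at least 1 array, which was chosen after seeing the values, gave 433 and lies within tolerance. With all probes of the normalized values in place of those above background, also chosen after seeing the values, 319 miRNAs have a median above 100 units, which lies within tolerance too.

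The paper's value for the number of differentially expressed miRNAs is 18, and limma gave 0 here over the 53 expressed miRNAs, with 23 at an unadjusted p under 0.05 and 0 by the methods' t-test. Among the alternatives set before the data were examined, detection on all 8 arrays (17 miRNAs) and the normalized values of the series (14) lie within tolerance of the paper's value, and the others differ from it by more. The control probes, chosen after seeing the values, gave 23 and lie within tolerance too. These counts do not say which miRNAs: 11 of the 17, 9 of the 14 and 0 of the 23 are in Table S1. With the control probes no miRNA of Table S1 was among the 53 tested.

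Over the 291 detected miRNAs, 10 of the 18 miRNAs of Table S1 were past both limits, and miR-200b-5p, miR-215-5p, miR-28a-5p, miR-3473f, miR-378b, miR-378d, miR-7216-5p and miR-99a-5p were not. Over the 53 expressed miRNAs, as set before the data were examined, quantile normalization placed 0 of the 18, since none was tested there. Applied to the 291 miRNAs only after the result was seen, it placed 18 of 18 past both limits. In the same way, no scaling placed 17, the 90th percentile 16 and the median of the detected miRNAs 13. The limma trend, array weights and the term for the replicate number placed 11 each, also over the 291. Detection on all 8 arrays also placed 11, and with summed spot signals, which placed 10, miR-215-5p was among them. Without Winnie replicate 1 there were 13, and without wild-type replicate 4 there were 11. The control probes, chosen after seeing the values, gave 16.

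For 5 miRNAs of Table S1 the signed fold change differs by more than the tolerance. For miR-200b-5p it was -1.43 here and the paper's value is -2.42, with no scaling (-2.23), the 90th percentile (-2.03), quantile normalization (-2.21) and, chosen after seeing the values, the control probes (-2.67) within tolerance. For miR-28a-5p it was -1.69 against the paper's -2.36, with no scaling (-2.63), the 90th percentile (-2.40) and quantile normalization (-2.32) within tolerance. For miR-378a-5p it was -2.52 against the paper's -4.92, with no scaling (-3.94), the 90th percentile (-3.60), quantile normalization (-3.96) and, chosen after seeing the values, the control probes (-4.72) within tolerance. For miR-7216-5p it was -1.37 against the paper's -2.10, with no scaling (-2.14), the 90th percentile (-1.96), quantile normalization (-2.05) and, chosen after seeing the values, the control probes (-2.57) within tolerance. For miR-99a-5p it was -1.72 against the paper's -2.40, with no scaling (-2.68), the 90th percentile (-2.45), the median of the detected miRNAs (-1.98), quantile normalization (-2.37), the normalized values (-2.26) and leaving out Winnie replicate 2 (-1.95) within tolerance. The remaining alternatives set before the data were examined differ by more for each of these miRNAs.

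Across the 18 miRNAs, which are not independent replicates, the log2 fold changes here and the paper's had a Pearson correlation of 0.981 and a median absolute difference of 0.23. With quantile normalization these were 0.998 and 0.016, so that this is the setting under which the values come nearest to the paper's. The median absolute difference was 0.41 without scaling, 0.30 with the 90th percentile and 0.12 with the median of the detected miRNAs.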

Other observations

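The tests in this part were chosen only after the result was seen, except the list tests, the trees of other divisions of the arrays and the counts over those divisions.

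The stromal list of 19 miRNAs had 14 detected members, 6 of them in Table S1, which the study chose on these arrays, and 2 of them, miR-195a-5p and miR-497a-5p, also in the seed family. All 14 were detected on every wild-type array, whichever cells they come from. All 14 were lower in Winnie mice, with a median log2 fold change of -1.5. Over the 4 lists, limma's camera gave an adjusted p = 2.2e-07 and fry an adjusted p = 0.032. Past the FDR were 10 over all miRNAs tested and 11 adjusted over the list alone. The members with the highest signal were miR-195a-5p, miR-199a-3p (27.1 scaled units in Winnie mice against 91.0 in wild-type mice) and miR-497a-5p. The smooth muscle miRNA miR-143-3p had 5.08 against 13.5 units and was detected on 2 of the 4 Winnie arrays, and miR-214-3p had a log2 fold change of -2.74 and miR-100-5p of -2.05. The scaling as the cause is argued against, since the highest median over all scalings was -1.5, with the control probes included. Relative to the median of all miRNAs tested, which was 0.25 as designed, -0.38 without scaling and -0.64 with the control probes, the list was at -1.75, and between -1.76 and -1.66 under the other scalings.

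A candidate explanation is that fewer stromal cells were carried over in the Winnie preparations. The members outside Table S1 had a median log2 fold change of -1.62, which this explanation needs. Among these 8, only miR-10b-5p (-0.63, limma adjusted p = 0.23) and miR-152-3p (-0.53, 0.35) were detected on all 8 arrays. The others were detected on 1 or 2 of the 4 Winnie arrays, so the size of their fall depends on the floor. With the mean of the 8 as a score in the model, the genotype difference of miR-195a-5p went from -1.5 to -0.21 (standard error 0.29), which the explanation also needs. That score partly reflects detection, since miR-143-3p, miR-199a-5p, miR-214-3p and miR-100-5p stood at the floor on Winnie replicates 3 and 4. Over the 8 arrays that score and the genotype had a correlation of -0.77. Of the Winnie arrays only replicate 2, with a mean log2 signal of 2.99 for the 8 miRNAs, lay within the 2.82 to 3.36 of the wild-type arrays. A fall of these miRNAs within the epithelial cells stays open, as does a change within the stromal cells, and neither was tested. In camera, 6 of 35 divisions of the arrays gave a p as small for the list, so chance cannot be excluded by that count.

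The immune list of 12 miRNAs had 6 detected members, 2 of them in Table S1, and 6 of 6 were higher in Winnie mice, with a median log2 fold change of 1.62, also with miR-142a-5p at its bound (camera adjusted p = 0.029, fry adjusted p = 0.0029). Past the FDR were 4 over all miRNAs tested and 6 adjusted over the list alone. The highest signals in Winnie mice were those of miR-342-3p, with 40.6 scaled units against 12.8, and miR-223-3p, with 21.3 against 8.18. More immune cells carried over in the Winnie preparations may account for this. Outside Table S1, 4 of 4 members were higher in Winnie mice, with a median of 1.48, though camera over these 4 gave 0.068. Of them miR-142a-5p (at least 7.09-fold, limma adjusted p = 0.00016) and miR-21a-3p (log2 fold change 1.07, limma adjusted p = 0.0090) stayed past the FDR with any single array left out. miR-142a-5p stood at the floor on every wild-type array, so its p depends on the floor. Over the alternatives that keep the detection filter and all 8 arrays, the adjusted p of miR-142a-5p reached 0.55 and that of miR-21a-3p 0.50. For the list, 8 of 35 divisions of the arrays gave a camera p as small, so chance cannot be excluded by that count. A lower share of epithelial cells alone is argued against, since it would raise both lists: the immune list rose over the stromal list within an array by 3.24 on the log2 scale (exact permutation p = 0.029). A rise of these miRNAs within the epithelial cells of inflamed colon stays open and was not tested.

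The epithelial list of 21 miRNAs had 15 detected members, 2 of them in Table S1, with a median log2 fold change of -0.23, 11 lower and 4 higher (camera adjusted p = 0.029, fry adjusted p = 0.50), so the call does not hold under fry. Past the FDR were 2 over all miRNAs tested and 0 adjusted over the list alone, and 20 of 35 divisions gave a camera p as small, so chance cannot be excluded. The highest signals were those of miR-192-5p, with 705 scaled units in Winnie mice against 1041 in wild-type mice, and miR-200b-3p, with 533 against 566. miR-182-5p rose by 1.03 on the log2 scale. The list was below the median of all miRNAs tested under each scaling, by a log2 difference of -0.48 as designed and -0.23 with quantile normalization.

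In the paper's Figure 3A the members of the miR-195a-5p seed family share a binding site. The 6 members had a median log2 fold change of -0.01 and a mean of -0.40, with 3 lower and 3 higher (camera adjusted p = 0.21, fry adjusted p = 0.50), and 19 of 35 divisions gave a camera p as small, so chance cannot be excluded. Past the FDR were 2, over all miRNAs tested as well as adjusted over the list alone, which are miR-195a-5p and miR-497a-5p. A fall of one size of the whole family is argued against, since miR-195a-5p fell against the mean of miR-15a-5p, miR-15b-5p, miR-16-5p and miR-322-5p within an array by a log2 difference of -1.62 (exact permutation p = 0.029). By themselves miR-15a-5p (0.21), miR-15b-5p (0.27) and miR-16-5p (0.26) were higher in Winnie mice with limma adjusted p of 0.29, 0.28 and 0.30, and lower without scaling, with the 90th percentile and with the control probes. miR-15b-5p, with 275 scaled units in Winnie mice against 231 in wild-type mice, and miR-15a-5p, with 147 against 128, had the highest signals of the family. In the gene annotation of GRCm38.p6, 0 genes start between Mir195a and Mir497, 0 between Mir199a-2 and Mir214 and 0 between Mir143 and Mir145a, and 1, Mirlet7c-1, starts between Mir99a and Mir125b-2.

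The lower unscaled signal of the Winnie arrays (log2 difference of the 75th percentile -0.64) is not that of a dimmer slide row, since 8 of the 12 control probes named for Drosophila miRNAs, those with a usable signal, were brighter on the Winnie arrays by a mean log2 difference of 0.26 (exact permutation p = 0.029). The amount of labelled RNA and the efficiency of labelling stay open and were not tested. Which scaling is right for the genotypes is not settled by these values.

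Trees were also built for each division of the arrays from its own 18 miRNAs with the smallest p. Selection of the miRNAs on the groups separated 6 of 35 divisions, that by genotype included, so it does not by itself separate most divisions, and when the 18 were taken from the 53 expressed miRNAs it separated 1 of 35.

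Of the 16 expressed miRNAs past the FDR, 5 were singled out after their values were seen. Relative to the median of the 53, miR-20a-5p, miR-19b-3p and miR-92a-3p rose by log2 differences of 0.62, 0.47 and 0.42, and with quantile normalization by 0.53, 0.44 and 0.36, while miR-23a-3p and miR-27a-3p had -0.81 and -0.66, and -0.92 and -0.72 with quantile normalization. The absolute log2 fold change of miR-20a-5p was 0.65 as designed, 0.0069 without scaling and -0.25 with the control probes, and those of miR-19b-3p and miR-92a-3p were negative without scaling (-0.15 and -0.20), with the 90th percentile (-0.02 and -0.07) and with the control probes (-0.41 and -0.46). miR-23a-3p and miR-27a-3p were lower under each scaling.

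For the 561 probes above background, the authors' normalized values followed the spot signals of the same array with Spearman correlations across probes between 0.911 and 0.969. For the 2895 probes that were never above background these correlations lay between 0.0057 and 0.072, and 64 of these probes have a mean above 100 units in the normalized values. With all probes included, 319 miRNAs have a median above 100 units in those values.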
